A study of Homo sapiens with 6 samples. Its data were reported in "EGFR inhibition augments the therapeutic efficacy of the NAT10 inhibitor Remodelin in Colorectal cancer" (2025).

How the data were processed

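RNA-seq libraries of SW620 cells, 3 with an shRNA against NAT10 and 3 with a control shRNA, were taken as grouped and numbered by their labels. Per the labels, total RNA was isolated with TRIZOL and libraries were made with a GenSeq low input kit, and the build was GRCh38. The count columns of the series table carry the word Input, and it is not given whether these libraries also served as the input of an immunoprecipitation. The aligner, the counting program, its use of strand and the gene annotation are not given in the sources used here, so overlapping, antisense and closely similar genes cannot be fully told apart. The authors deposited raw counts per gene in a table of the series and in a file per sample, and the counts of the 6 libraries were the same in both. A further deposited column, headed FPKM by the authors, held log2 CPM and not FPKM: its values went down to -3.07, 24.9% were below 0, and they lay within 0.0054 of edgeR's log2 CPM with a prior count of 2. That column was used only for this check.

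The 16217 genes of the table, of which 16213 had an identifier in GENCODE release 29 (GRCh38), summed to between 10818481 and 19361107 counts per library. Coordinates are from that annotation and count from 1. At these depths 3 counts correspond to 0.155 to 0.277 CPM, a limit of counting error only. Genes were kept with edgeR's filterByExpr (minimum count 10), scaled with TMM and tested with edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) with no covariate, adjusting p by Benjamini-Hochberg over all tested genes, two-sided. The biological coefficient of variation was 8.97%. CPM are edgeR's, with TMM, and values after ± are SDs over the 3 libraries. Library pairs within a group differed by more than sampling noise (chi-square per degree of freedom 3.92 to 7.18), so no library was counted as a duplicate.

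The tests, the 27 gene lists, the rule for naming genes and the alternatives were fixed before the data were examined. The rule named genes the study follows, among them NAT10, ERRFI1 and EGFR, and KIF23 and MDM2, which the study cites from earlier work. It then named the 8 largest rises and the 8 largest falls among called genes whose groups did not overlap and whose higher mean was at least 5 CPM. Of each list it named the 4 members with the smallest adjusted p, or at most 2 where none passed. Other names were chosen after their values were seen. They were AKT1 and MTOR from the list of genes the study names and TGFA from the EGFR family list. Further ones were THBS1, FLT1 and PDGFA of the PI3K-AKT pathway, and single genes in the closing section. Lists with at least 5 tested genes were tested with limma's camera on log2 CPM (preset correlation 0.01), adjusted over 26 lists, and again with an estimated correlation and with fry. Enrichment of the deposited KEGG annotation was tested with one-sided Fisher's exact tests over 250 pathways of at least 10 genes, with tested annotated genes as background, and again without the genes whose deposited pathway list breaks off after a separator (1136 of 4444). Missing memberships were not filled in. For counts at the study's thresholds DESeq2 1.42.0 was used.

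Alternatives were RLE size factors, DESeq2, limma-voom, no filter on low counts, a mean of at least 5 CPM, the replicate number as a block, each library left out in turn, a fold of at least 2 and protein-coding genes only. Under DESeq2 the list tests kept log2 CPM and only the medians came from its fold changes. Added after the data were seen were shNAT10 3 alone against the controls, which takes its spread from the controls, the mean log2 CPM of endothelial markers as a covariate, the removal of a smooth trend on GC content and transcript length in each library (12587 of 12629 tested genes had a transcript), and the KEGG enrichment with and without broken lists. On simulated counts for this comparison (12534 genes, 100 changed at each fold), edgeR recovered 62% of genes at a fold of 1.5 and 87% at a fold of 2, with 5 false calls. Figures were drawn with matplotlib 3.10.9.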

Results

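SW620 is an established colorectal cancer cell line grown from a lymph node metastasis. Transcript levels were measured by RNA-seq in SW620 cells carrying an shRNA against NAT10 (shNAT10, 3 libraries) and in SW620 cells carrying a control shRNA (shControl, 3 libraries). NAT10 is the acetyltransferase that writes N4-acetylcytidine on RNA, and the comparison asks which transcripts change in cells with less of it. The counts per gene summed to 10818481, 17738867 and 18341206 in the shControl libraries and to 17324051, 19361107 and 17198830 in the shNAT10 libraries, and 3 counts of a gene correspond to between 0.155 and 0.277 CPM, edgeR's counts scaled to library size. The labels do not say whether the 3 libraries of a group came from separate cultures, so p-values measure only the spread between these libraries. Of 16217 genes listed, 12629 passed the filter on low counts and were tested. Within groups the log2 CPM of these genes correlated at 0.985 to 0.989 (Pearson), and the first principal component, with 40.1% of the variance, separated the groups.

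NAT10 itself was lower in every shNAT10 library. Its transcript (ENSG00000135372, chromosome 11, 34105602 to 34147670 in GRCh38, plus strand) stood at 212 ± 2.34 CPM (SD, n = 3) in shControl and at 119 ± 5.65 CPM (SD, n = 3) in shNAT10 cells, or 56.1% of control, a log2 fold change of -0.83 (SE 0.05, edgeR adjusted p = 3.4e-09). The 3 shNAT10 libraries held 114, 118 and 125 CPM. ERRFI1, a feedback inhibitor that binds EGFR and ERBB2 (ENSG00000116285, chromosome 1, 8004404 to 8026308, minus strand), fell from 269 ± 5.15 to 147 ± 1.22 CPM (SD, n = 3 each), a log2 fold change of -0.87 (SE 0.05, edgeR adjusted p = 6.0e-10). The transcript of EGFR, the receptor that ERRFI1 restrains (ENSG00000146648, chromosome 7, 55019021 to 55211628, plus strand), fell from 29.5 ± 0.952 to 11.2 ± 3.06 CPM (SD, n = 3 each), a log2 fold change of -1.39 (SE 0.15, edgeR adjusted p = 7.3e-06). For all 3 genes every shNAT10 library lay below every shControl library. Neither NAT10 nor ERRFI1 reached a fold of 2, at 1.78 and 1.83.

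**Figure D1:**
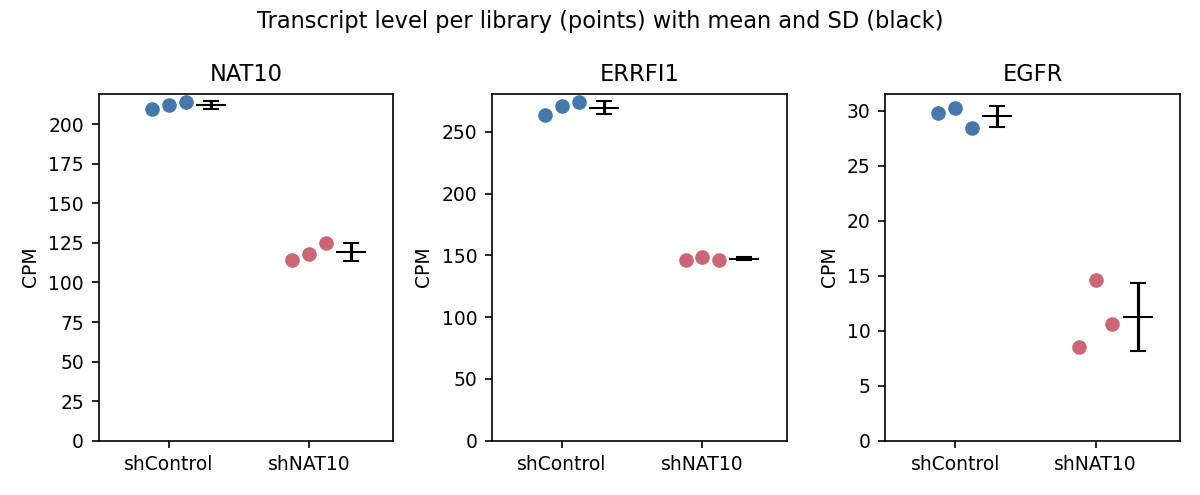
CPM of NAT10, ERRFI1 and EGFR in each library (points) with the mean and SD of the 3 libraries of a group (black), linear axes from 0. In each panel the 3 shNAT10 libraries sit below the 3 shControl libraries.

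MDM2 and KIF23, also fixed for naming, did not pass the test. MDM2, the ubiquitin ligase of p53, had a log2 fold change of -0.01 (edgeR adjusted p = 0.93) and the mitotic kinesin KIF23 one of 0.18 (adjusted p = 0.10). The kinase genes AKT1 and MTOR did not pass either, AKT1 at 0.10 (adjusted p = 0.29) and MTOR at 0.10 (adjusted p = 0.30). The 9 genes named by the study were chosen partly on these libraries, so their direction is not independent evidence. Of these, 3 were lower and 0 higher over all genes, and 3 and 2 when adjusted over the list alone. Camera did not call the list (adjusted p = 0.28), while fry called it (adjusted p = 0.0083).

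The 8 largest rises by the naming rule included FSTL1, LAMA4, PECAM1 and COL4A1. FSTL1, a secreted glycoprotein, rose by 2.91 on the log2 scale, LAMA4, a laminin chain of vessel walls, by 2.80, CAPN6, a calpain without protease activity, by 2.63, EFEMP1, a fibulin, by 2.55, HHIP, a hedgehog-binding protein, by 2.42, PECAM1, an adhesion molecule of endothelial cells, by 2.40, and COL4A1, a collagen of basement membranes, by 2.31. These values are means over libraries that differed: LAMA4 stood at 14.1, 10.7 and 2.20 CPM in shNAT10 1, 2 and 3 against 1.31 ± 0.465 CPM (SD, n = 3) in shControl, and EFEMP1 at 45.4, 39.9 and 5.61 CPM against 5.13 ± 0.439 CPM. With shNAT10 3 alone against the controls, an alternative added after the data were seen, FSTL1 (0.69), LAMA4 (0.76), EFEMP1 (0.12), HHIP (0.44), PECAM1 (0.31) and COL4A1 (0.82) no longer passed (edgeR adjusted p between 0.39 and 0.89). limma-voom did not call EFEMP1 (adjusted p = 0.092) or PECAM1 (0.064). CAPN6, at 10.3, 6.95 and 10.4 CPM in the shNAT10 libraries against 1.44 ± 0.779 CPM, still passed there with a log2 fold change of 2.79 (edgeR adjusted p = 1.2e-04). TAS2R30 (2.37) belongs to a family of closely similar bitter taste receptors that can share reads, so its rise is uncertain, and DESeq2 gave it an adjusted p of 0.054. The controls of TAS2R30 differed, at 5, 20 and 90 counts. Its log2 fold change ran from 1.98 to 3.79 with a library left out, the highest without shControl 3.

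The 8 largest falls by the naming rule were in genes of varied function and were shared by the 3 shNAT10 libraries. SEMA6A, a transmembrane semaphorin (ENSG00000092421, chromosome 5, 116443616 to 116574934, minus strand), fell from 9.29 ± 0.613 to 0.499 ± 0.0297 CPM (SD, n = 3 each), an 18.3-fold change (log2 -4.19, SE 0.30, edgeR adjusted p = 3.4e-08). EPHA3, an ephrin receptor (chromosome 3, 89107524 to 89482134, plus strand), stood at 7.14 ± 1.6 CPM in shControl and at 0.0581, 1.02 and 0.0578 CPM in the shNAT10 libraries. The first and the last of these rest on 1 count each (log2 -4.13, edgeR adjusted p = 6.0e-05). With a library left out the log2 fold change of EPHA3 ran from -6.76 to -3.65. AK5, an adenylate kinase, fell by 3.86 on the log2 scale, TMEM156, a membrane protein, by 3.26, SCG2, a secretogranin of neuroendocrine granules, by 2.89, CYTL1, a secreted cytokine-like protein, by 2.80, SHISA9, a membrane protein of synapses, by 2.51, and MLPH, an adaptor of melanosome transport, by 2.48. All 8 kept their call with any 1 library left out and with shNAT10 3 alone.

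Over all tested genes, 1719 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 854 of them higher and 865 lower with shNAT10. Most of these changes were small: the median size was 0.32 on the log2 scale, and 96 higher and 101 lower genes reached a fold of 2. The groups did not overlap for 31.0% of tested genes, against the 10% that chance gives with 3 against 3. The count varied with the libraries used: it was 901 without shControl 2, 991 without shControl 3 and 779 (330 higher, 449 lower) with shNAT10 3 alone. Without shNAT10 1, 559 genes were higher.

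ERRFI1, EGFR and 3 further genes of EGFR signalling were lower, while the ligand gene TGFA was higher (log2 0.31, edgeR adjusted p = 0.0046). Of 19 measured genes for EGFR family ligands, receptors and feedback inhibitors, 5 were lower, 1 was higher and 13 did not pass. Adjusted over the list alone, 6 were lower and 1 higher. ERRFI1 and EGFR led the list, followed by SPRY4 (log2 -0.65, edgeR adjusted p = 7.4e-05) and SPRED1 (-0.27, adjusted p = 0.0012), both inhibitors of RAS-ERK signalling. The list as a whole was not called by camera (median -0.05, adjusted p = 0.15, and adjusted p = 0.51 with an estimated correlation). It was called on voom values (adjusted p = 0.040) and by fry (adjusted p = 0.0016). ERRFI1, its leading gene, was chosen by the study partly on these libraries, so the list is not fully independent evidence. SPRY4 is also among the lower genes of the ERK list that follows, so the lists are not separate evidence. Transcripts that ERK signalling induces fell as a group, with 5 of 16 lower, 0 higher and 7 lower when adjusted over the list alone (camera adjusted p = 2.4e-04, and adjusted p = 0.51 with an estimated correlation). DUSP5, a phosphatase of ERK, fell from 37.8 ± 2.71 to 17.9 ± 1.62 CPM (SD, n = 3 each, log2 -1.08, edgeR adjusted p = 1.2e-06), and MYC (-0.24, adjusted p = 0.0038) and the ETS factor ETV4 (-0.24, adjusted p = 0.020) fell less. ETV4 lost its call without shControl 2 (edgeR adjusted p = 0.087), shNAT10 1 (0.055) or shNAT10 2 (0.053), over a range of 0.0069 to 0.45. Neither ETV4 nor MYC passed with shNAT10 3 alone (log2 -0.17 and -0.19, edgeR adjusted p = 0.32 and 0.10).

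Genes of the PI3K-AKT pathway moved in both directions. In the core of PI3K, AKT and mTOR components 3 of 33 genes were lower, 0 higher and 30 did not pass, with the same counts adjusted over the list alone: the adaptor IRS1 (log2 -0.45, edgeR adjusted p = 0.0013), the receptor IGF1R (-0.23, adjusted p = 0.0037) and the catalytic subunit PIK3CD (-0.76, adjusted p = 0.021). PIK3CD lost its call without shControl 3 (edgeR adjusted p = 0.15) or shNAT10 2 (0.072), over a range of 0.0077 to 0.32. Among 36 genes for matrix proteins and integrins of the pathway 8 were higher and 9 lower (10 and 13 adjusted over the list alone), with LAMA3 (0.45), ITGA1 (1.09) and COL4A1 (2.31) higher and LAMB1 (-0.45) lower. Among 35 growth factors and receptors of the pathway 6 were higher and 4 lower (6 and 6 adjusted over the list alone): FGF19 (0.50) and FGF9 (0.64) rose, and NGFR fell from 37.8 ± 8.36 to 7.46 ± 1.10 CPM (SD, n = 3 each, log2 -2.35, edgeR adjusted p = 1.7e-08) and LPAR1 by 0.95 on the log2 scale. FGF9 and LPAR1 did not pass with shNAT10 3 alone (edgeR adjusted p = 0.095 and 0.086), with log2 fold changes of 0.56 and -0.84 there. The higher genes of these lists also include VWF, THBS1, LAMA4, FLT1 and TEK. VWF, COL4A1, LAMA4 and TEK had log2 fold changes of 1.54, 2.31, 2.80 and 2.89 over all libraries. With shNAT10 3 alone these were -0.022, 0.82, 0.76 and 1.51, so part of the rises in these lists rests on shNAT10 1 and 2. Camera called none of these 3 lists, with medians of 0.02, 0.06 and 0.10 (adjusted p = 0.88, 0.71 and 0.71). Its direction was down for the last 2 although their medians and means lay above 0.

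Members of the PI3K-Akt pathway in the deposited KEGG annotation also moved in both directions. This enrichment was chosen after the annotation was seen. The annotation is incomplete: the pathway lists of 1136 of the 4444 tested annotated genes break off. EGFR, PDGFRB, LPAR1 and PIK3CD, all lower, are among these and are not counted as members. LAMA3 (log2 0.45) and PDGFA (0.38), both higher, are not counted as members either. Lists break off for 89 of the called higher genes and 86 of the called lower genes. Of 176 tested members of the PI3K-Akt pathway 25 were higher, 1.85 times the number expected from 4444 annotated genes (one-sided Fisher's exact test, adjusted p = 0.086), and 17 were lower, 1.14 times the number expected (adjusted p = 1). At the study's thresholds of an unadjusted DESeq2 p under 0.05 and a fold of 2, 9 of 58 higher genes belonged to it (3.92 times, Fisher's exact adjusted p = 0.032) and 4 of 53 lower genes (1.91 times, adjusted p = 1). The called higher members included VWF, THBS1, COL4A1, LAMA4, FLT1 and TEK, genes of vessels and their matrix, and with shNAT10 3 alone the ratio at the study's thresholds was 1.26 (Fisher's exact adjusted p = 1). That enrichment lost its call with edgeR's p (Fisher's exact adjusted p = 0.16), without the filter on low counts (2.46 times, 0.22) and without shControl 1 (0.10), shControl 2 (0.12), shControl 3 (0.10), shNAT10 1 (0.24) or shNAT10 2 (0.39). It was called without shNAT10 3 (0.016), the lowest of a range up to 1. Among the 3308 genes whose lists do not break off, an alternative added after the data were seen, the pathway was enriched among genes higher at edgeR's adjusted p (2.06 times, Fisher's exact adjusted p = 0.047). It was not called among those higher at the study's thresholds (4.11 times, Fisher's exact adjusted p = 0.054). The corresponding ratios among lower genes were 1.19 and 2.35 (adjusted p = 1 for both). Without shNAT10 3 the 176 members were also enriched at edgeR's adjusted p (2.22 times, Fisher's exact adjusted p = 0.0024, the lowest of a range up to 0.77). THBS1 stood at 285, 283 and 43.5 CPM in the shNAT10 libraries against 62.0 ± 3.79 CPM (SD, n = 3) in shControl. Among other pathways, DNA replication (10 of 24 genes, Fisher's exact adjusted p = 0.0012), mismatch repair (8 of 19, adjusted p = 0.0049) and cell cycle (21 of 119, adjusted p = 0.019) were enriched among higher genes. Ribosome (29 of 127, adjusted p = 1.1e-04), proteoglycans in cancer (22 of 93, adjusted p = 7.5e-04), focal adhesion (22 of 116, adjusted p = 0.018) and the dilated and hypertrophic cardiomyopathy sets (10 of 35 each, adjusted p = 0.022) were enriched among lower genes. These pathways were also called among the genes with unbroken lists.

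Most genes of the ribosome and its assembly lay lower, by small steps, though most did not pass on their own. Of 79 cytosolic ribosomal protein genes 27 were lower and 0 higher over all genes, and 37 were lower when adjusted over the list alone (median -0.12, camera adjusted p = 1.4e-09, and adjusted p = 0.51 with an estimated correlation). RPL4 fell from 1973 ± 27.5 to 1549 ± 90.9 CPM (SD, n = 3 each, log2 -0.35, edgeR adjusted p = 5.6e-05), RPS15 by 0.45, RPL3 by 0.31 and RPLP2 by 0.31 on the log2 scale. The list's median lay 0.08, 0.17 and 0.13 below the control mean in shNAT10 1, 2 and 3, while the controls lay between -0.05 and 0.02. Ribosomal protein genes have many processed pseudogenes, and how reads shared with these were counted is not given in the sources used here. In ribosome biogenesis 11 of 61 genes were lower and 1 higher (16 and 1 adjusted over the list alone; median -0.11, camera adjusted p = 5.7e-05, and adjusted p = 0.51 with an estimated correlation). RRP12 (-0.47), UTP20 (-0.33), NCL, which encodes the abundant nucleolar protein nucleolin (-0.24), and RRP1B (-0.26) led it.

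Genes of DNA replication and mitosis that passed were all higher, though most genes of either list did not pass. Among 48 genes of the G1-S transition and replication 16 were higher and 0 lower (20 and 0 adjusted over the list alone; median 0.15, camera adjusted p = 1.2e-05, and adjusted p = 0.59 with an estimated correlation). MCM6, a subunit of the replicative helicase, rose from 114 ± 3.73 to 166 ± 7.48 CPM (SD, n = 3 each, log2 0.54, edgeR adjusted p = 1.9e-06), with PCNA (0.44), BRCA2 (0.40) and RRM1 (0.29) next. Among 55 genes of G2-M and mitosis 14 were higher and 0 lower (21 and 0 adjusted over the list alone; median 0.17, camera adjusted p = 1.2e-06, and adjusted p = 0.59 with an estimated correlation), led by ANLN (0.34), TOP2A (0.30), CENPF (0.25) and TTK (0.40). TOP2A, CENPF and TTK did not pass with shNAT10 3 alone (edgeR adjusted p = 0.078, 0.055 and 0.11), where their log2 fold changes were 0.21, 0.21 and 0.29. Nor did they pass with the endothelial covariate (edgeR adjusted p = 0.14, 0.11 and 0.16), where these were 0.23, 0.22 and 0.31. The mean of the endothelial list over the control mean was 2.47, 2.69 and 0.157 in shNAT10 1, 2 and 3. In the controls it was -0.33 to 0.22. The covariate thus leaves the group difference to rest mostly on shNAT10 3, so it is not a check separate from shNAT10 3 alone. BRCA2 and RRM1 lost their calls with this covariate too (log2 0.24 and 0.23, edgeR adjusted p = 0.13 and 0.086). Neither list was called by fry, at adjusted p of 0.056 and 0.093.

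Part of the epithelial genes and of the cholesterol and fatty acid genes also rose. Of 29 epithelial genes 9 were higher and 0 lower, with the same counts adjusted over the list alone (median 0.20, camera adjusted p = 6.2e-04, and adjusted p = 0.51 with an estimated correlation). CDH1, which encodes E-cadherin, rose from 219 ± 8.44 to 332 ± 15 CPM (SD, n = 3 each, log2 0.60, edgeR adjusted p = 1.5e-07), and the splicing factor ESRP1 (0.40), the adhesion molecule EPCAM (0.38) and the keratin KRT8 (0.26) rose with it. Of 35 genes of cholesterol and fatty acid synthesis 15 were higher and 2 lower (15 and 3 adjusted over the list alone; median 0.19, camera adjusted p = 0.0022, and adjusted p = 0.55 with an estimated correlation). HMGCS1 (0.53), of the mevalonate pathway, INSIG1 (0.49), a regulator of it, and the desaturase FADS1 (0.25) led. The median of the cholesterol and fatty acid list ran from 0.095 to 0.20 with a library left out. Of 24 mesenchymal genes 3 were higher and 4 lower (the same adjusted over the list alone; median -0.11, camera adjusted p = 0.48): VIM (-0.40) and TGFB1 (-0.75) fell, and SPARC (1.99) and MMP2 (2.14) rose. SPARC and MMP2 followed the libraries, at 15.3, 18.0 and 3.47 CPM and at 3.72, 4.29 and 0.463 CPM in shNAT10 1, 2 and 3. MMP2 lost its call without shControl 1, shControl 2, shNAT10 1 or shNAT10 2 (edgeR adjusted p = 0.073, 0.14, 0.11 and 0.12), and limma-voom called neither gene (adjusted p = 0.067 for SPARC and 0.17 for MMP2). With shNAT10 3 alone the mesenchymal list had a median of -0.27 and was called (camera adjusted p = 8.3e-04; over its alternatives this p ran from 3.7e-04 to 0.90).

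**Figure D2:**
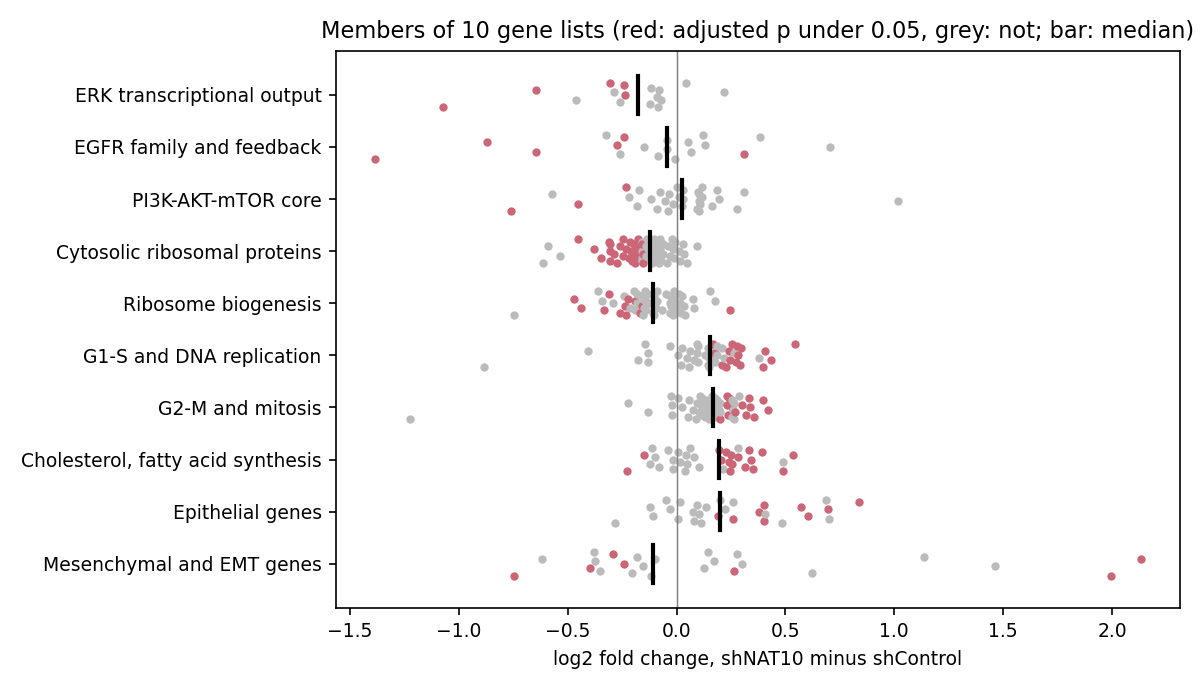
Log2 fold change (shNAT10 minus shControl, edgeR) of each measured gene in 10 gene lists, red where the adjusted p is under 0.05 and grey where it is not, with a black bar at the list's median. The medians of ERK output, ribosomal proteins and ribosome biogenesis lie at -0.18, -0.12 and -0.11, and those of G1-S, G2-M, cholesterol and epithelial genes at 0.15, 0.17, 0.19 and 0.20.

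Markers of endothelial cells, which line blood vessels, were higher as a group in shNAT10 1 and 2 and not in shNAT10 3. PECAM1 stood at 22.0, 20.9 and 3.64 CPM in the shNAT10 libraries against 2.90 ± 0.410 CPM (SD, n = 3) in shControl, VWF at 38.6, 40.1 and 10.1 CPM against 10.2 ± 2.42 CPM, and CDH5 at 10.8, 9.35 and 1.27 CPM against 1.13 ± 0.736 CPM. VWF and CDH5 passed in edgeR (adjusted p = 0.0038 and 0.0051) but not in DESeq2 (0.071 and 0.062) or limma-voom (0.057 and 0.11), and PECAM1 did not pass in limma-voom (0.064). Of 12 endothelial markers 8 were measured, 6 of these were higher and 0 lower, and all 8 were higher when adjusted over the list alone. Camera called the list (adjusted p = 0.0047) but not with an estimated correlation (adjusted p = 0.59), and fry did not call it (adjusted p = 0.16). The list's median log2 ratio to the control mean was 2.43, 2.90 and 0.06 in shNAT10 1, 2 and 3, while NAT10 stood at 114, 118 and 125 CPM in these libraries. With shNAT10 3 alone the list was not called (median -0.15, camera adjusted p = 0.59). Markers of other cell types did not move in 1 direction: of 7 fibroblast and smooth muscle genes 1 was higher (COL5A2, 2.17) and 2 lower (LUM, -0.85, and PDGFRB, -1.72), the same adjusted over the list alone (camera adjusted p = 0.88). COL5A2 and PDGFRB did not pass with shNAT10 3 alone (log2 0.94 and -1.38, edgeR adjusted p = 0.54 and 0.15). Of 18 leukocyte markers only CD4 was measured (log2 0.30, edgeR adjusted p = 0.25), and of 9 markers of other carcinomas 0 passed in edgeR and 0 adjusted over the list alone, the smallest edgeR adjusted p being that of WT1 (0.52, log2 0.25; camera adjusted p = 0.93).

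**Figure D3:**
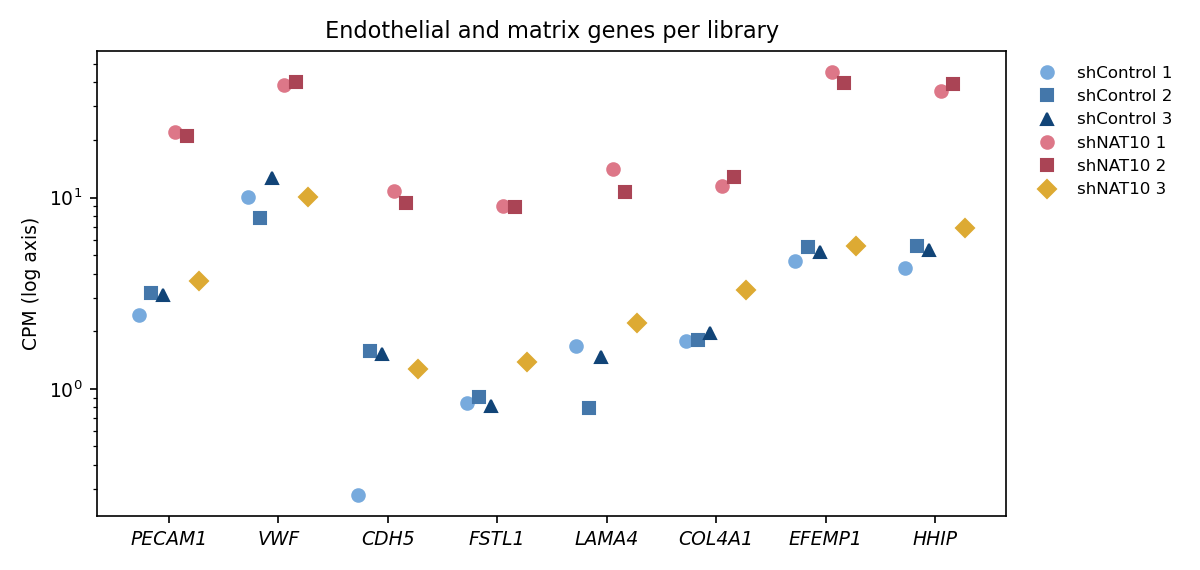
CPM on a log axis of PECAM1, VWF, CDH5, FSTL1, LAMA4, COL4A1, EFEMP1 and HHIP in each of the 6 libraries, 1 point per library. shNAT10 1 and 2 lie above the 3 controls for each gene, PECAM1 at 22.0 and 20.9 CPM. shNAT10 3 lies much nearer to the controls, PECAM1 at 3.64 CPM. It still lies above each control for PECAM1, FSTL1, LAMA4, COL4A1, EFEMP1 and HHIP.

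Camera called 8 of 26 lists with its preset correlation of 0.01 and 0 with a correlation estimated from the libraries, where 2 lists had an unadjusted p under 0.05. Fry called 8 lists, of which 5 were among those that camera called. At the study's thresholds DESeq2 gave 288 genes after the filter on low counts, 147 higher and 141 lower, and 429 genes without the filter, 255 higher and 174 lower. The number of higher genes was 105 to 218 with a library left out and 54 with shNAT10 3 alone. EGFR was among the lower genes at the study's thresholds, with a fold of 2.62 (log2 -1.39). NAT10 and ERRFI1, lower by folds of 1.79 and 1.84 in DESeq2, did not reach these thresholds.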

Values the study reported

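The study reported 509 genes altered after NAT10 depletion by RNA-seq in SW620 cells, of which 220 were higher and 289 lower.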

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

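With shNAT10 3 alone, the endothelial covariate, the KEGG enrichment and the removal of the GC and length trend, all chosen after the data were seen, and under the alternatives set beforehand, most results kept direction and call: 1312 values of named genes kept both, 124 no longer passed and 7 reversed, and for gene lists 383 kept both, 10 gained a call, 13 lost it and 33 reversed, none of the reversed lists being called. Of 101 called named genes, 87 kept call and direction with each library left out and 81 under every alternative set beforehand. Under the endothelial covariate, 57 values of named genes kept both, 44 no longer passed and 3 reversed. That covariate left the group difference to rest mostly on shNAT10 3, as in the fit with shNAT10 3 alone. The number of called genes was 1708 with RLE, 1793 in DESeq2, 1694 in limma-voom and 2049 without the filter. With a fold of at least 2 it was 197 (96 higher, 101 lower), fewer by construction. It was 779 (330 and 449) with shNAT10 3 alone, with fewer libraries, and 489 (227 and 262) with the covariate. With a library left out it was 901 to 1539 (433 to 792 higher, 468 to 788 lower). With an estimated correlation 0 lists were called. Mean Pearson correlation within groups was 0.99 at 5 CPM or more, 0.985 with shNAT10 3 alone and 0.984 to 0.986 with a library left out.

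With shNAT10 3 alone the log2 fold change was -0.47 for MMP2 and -0.022 for VWF. With the covariate it was -0.54 for MMP2, -0.081 for VWF and -0.10 for CDH5. VWF and CDH5 belong to the list whose mean is the covariate, so a loss of their rise there was built in. Otherwise the cause was not tested. For lists, direction means that of the list test, so a list's median can keep its sign where the direction changed. The following medians are of lists that changed direction or call, where the cause was not tested either. With shNAT10 3 alone they were -0.051 for p53 targets, -0.27 for mesenchymal, 0.048 for WNT, 0.086 for intestinal, 0.15 for hypoxia, -0.15 for endothelial and 0.058 for other carcinoma genes. With the covariate they were -0.053 for p53 targets, -0.27 for mesenchymal, 0.058 for WNT, 0.12 for intestinal and 0.019 for other carcinoma genes. The endothelial median was -0.26 there, where a loss of the rise was built in, since the covariate is that list's own mean. At 5 CPM or more the PI3K core stood at 0.0059 and the stress response at 0.014, and by fry, where only the test's direction or call changed, at 0.024 and 0.010. Without the filter the fibroblast median was 0.59 and the other carcinoma median 0.21, which was -0.15 in limma-voom. After the GC and length trend was removed, WNT stood at 0.018, hypoxia at 0.14 and other carcinoma at -0.072.

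With a library left out the ranges were -0.065 to 0.025 for MDM2, -0.11 to 0.067 for matrix and integrins, -0.021 to 0.14 for growth factors, -0.037 to 0.040 for the stress response, -0.14 to -0.042 for mesenchymal, -0.027 to 0.0082 for WNT, -0.0029 to 0.099 for immediate early, -0.26 to 0.25 for fibroblast and -0.15 to 0.083 for other carcinoma genes, and 0.916 to 1.91 for the PI3K-Akt ratio among lower genes at the study's thresholds.

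The replicate number does not pair the libraries: deviations of same-numbered libraries correlated at 0.079, -0.005 and -0.030. With it as a block 1908 genes were called (939 higher, 969 lower), MMP2 lost its call (edgeR adjusted p = 0.11), the PI3K-Akt enrichment at the study's thresholds was 4.21 (Fisher's exact adjusted p = 0.094) and the WNT median was -0.0021.

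Alternatives for normalised values, such as pseudocounts, were not run, since the values are counts, and leukocyte markers, with 1 tested gene, were tested only without the filter and are left out. On counts simulated for 3 against 3 libraries edgeR recovered 62% of genes at a fold of 1.5, so some changes of that size would be missed, and whether depth or spread limits this was not tested.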

Other observations

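All tests on endothelial genes, ribosomal protein genes and shRNA seeds in this part were chosen only after the pattern they bear on was seen, as were the use of shNAT10 3 alone and the removal of the GC and length trend, while the splits of the libraries were set beforehand.

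Genes of gut identity and of glucose metabolism changed one by one more than as groups. Of 25 measured genes of intestinal differentiation 4 were lower and 1 higher (the same adjusted over the list alone; camera adjusted p = 0.56): CEACAM5, a surface antigen of colorectal carcinoma, fell from 14.4 ± 1.19 to 3.76 ± 0.339 CPM (SD, n = 3 each; log2 -1.94, edgeR adjusted p = 1.2e-06), CEACAM6 by 1.33, the neuroendocrine granule gene CHGB by 0.95 and AGR2 by 0.58 on the log2 scale. AGR2 lost its call without shControl 2 (edgeR adjusted p = 0.065). Of 33 genes of hypoxia and glycolysis 8 were higher and 2 lower (11 and 4 adjusted over the list alone; camera adjusted p = 0.094), with the glucose transporter SLC2A3 (-0.59) and hexokinase HK2 (-0.59) lower and LDHA (0.34) and BNIP3L (0.38) higher. This list was called without shControl 3 (camera adjusted p = 0.016), without shNAT10 1 (0.0027), with shNAT10 3 alone (0.011) and after removal of the GC and length trend (0.012), over a range of 0.0027 to 0.86. Of 26 WNT targets and stem cell genes 3 were higher and 4 lower (3 and 5 adjusted over the list alone; camera adjusted p = 0.93), among them NKD1 (0.32) and LEF1 (1.73) higher and PROM1 (-0.51) lower.

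Mitochondrial mRNAs differed from each other: of 13, 2 were higher and 3 lower (3 and 3 adjusted over the list alone; camera adjusted p = 0.70), with MT-ND6 (-0.72), MT-ND2 (-0.52) and MT-ND1 (-0.27) lower and MT-CYB (0.16) higher, the last not without shControl 2 (edgeR adjusted p = 0.052) or shControl 3 (0.078). Stress and inflammation lists were not called by camera. Of 43 genes of the unfolded protein and integrated stress response 2 were higher and 4 lower (the same adjusted over the list alone; adjusted p = 0.88), with MTHFD2 (0.32) higher and PPP1R15A (-0.42), STC2 (-0.28) and NUPR1 (-2.23) lower. Of 32 interferon response genes 3 were higher and 0 lower (the same adjusted over the list alone; adjusted p = 0.15), among them IFIH1 (0.56) and PARP14 (0.23), and of 19 genes of NF-kB and inflammatory cytokines 1 was higher (SOD2, 0.39) and 1 lower (TNFAIP2, -0.81), the same adjusted over the list alone (adjusted p = 0.32). Of 26 immediate early and heat shock genes 2 were higher and 3 lower (2 and 4 adjusted over the list alone; adjusted p = 0.88), with HSP90AA1 (0.19) higher and JUNB (-0.53) lower. HSP90AA1 lost its call without shControl 2 (edgeR adjusted p = 0.088) or shControl 3 (0.066), JUNB without shControl 2 (0.21) or shNAT10 1 (0.11), and NUPR1 without shControl 2 (0.070). Of 27 p53 targets 1 was higher (ASCC3, 0.15) and 1 lower (CCNG1, -0.52; adjusted over the list alone 0 and 1; adjusted p = 0.70), and of 37 apoptosis regulators 2 were higher, among them CYCS (0.26), and 1 lower (BAK1, -0.40; adjusted over the list alone 2 and 0; adjusted p = 0.48; called by fry at 0.042). ASCC3 and BAK1 lost their calls without each of 5 libraries. ASCC3, BAK1, CYCS, NUPR1, PARP14, IFIH1, PROM1, MT-CYB, HSP90AA1 and JUNB did not pass with shNAT10 3 alone (edgeR adjusted p between 0.055 and 0.58). For the stress response, differentiation and immediate early lists the median lay above 0 and the mean below it, and for the mesenchymal, WNT and fibroblast lists the median lay below 0 and the mean above it.

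As a group, endothelial genes were higher in shNAT10 1 and 2 alone. RNA of endothelial cells in those libraries was tested with a second list of 57 endothelial genes, written before its values were seen. Its median log2 ratio to the controls was 0.0836 and 0.122 in these libraries, under the 0.5 set beforehand as counting against such RNA, but its bootstrap intervals reached 0.557 and 0.815, and the demand that these too lie under 0.5 was made after the result was seen; without it the test would have been read as evidence against. Of its genes 25 were tested, and 10 of them stood above 5 CPM in the controls. The other 15 had medians of 0.338 and 0.601 in these libraries, on either side of 0.5. The 4 that passed (ARHGAP29, ELK3, ETS1 and GALNT18) were lower. They stood at 78.6, 60.1, 127 and 12.4 CPM in the controls and were lower in shNAT10 3 too (log2 ratios -1.03, -0.47, -0.44 and -1.20). Their fall therefore does not bear on endothelial RNA in shNAT10 1 and 2. The 35 genes under 1 CPM in the controls, chosen after the medians were seen, summed to 3.71 and 3.97 times the control mean in shNAT10 1 and 2. In shNAT10 3 they summed to 1.25 times. A lower share of SW620 RNA would raise the markers of another cell type only if RNA of that type is present. Whether fibroblast RNA is present in these libraries of a cell line is not known, which limits this test. The explanation was tested with the 7 of 16 fibroblast and smooth muscle genes that passed the filter. Their medians were at most 0.161, under the 0.5 set beforehand as counting against it. Their intervals reached 1.58 and 0.642, below the endothelial intervals from 1.66 and 1.99, but that comparison was chosen after the result was seen. The demand made of the second list would leave this explanation open. Without the filter the fibroblast list's median log2 fold change was 0.59, so the test cannot decide. NAT10 knockdown stays open with endothelial RNA, since the endothelial list stood at 0.0600 in shNAT10 3 with NAT10 as low there, but 1 library decides nothing, and it is not given which shRNA each library carried.

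The small fall of ribosomal protein genes was not accounted for by GC content and transcript length, since their median was -0.12 before and -0.146 after removal of that trend. Nor was it accounted for by a trend with abundance, since 0 of 10000 lists matched on mean expression had a median as low (a percentile of 0), and the lowest 2.5% of these lists began at -0.04. Shared reads with pseudogenes were not tested, so an effect of NAT10 knockdown on these transcripts may be considered only as a hypothesis.

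Genes lower with shNAT10 were searched for matches to the seeds of the pair of NAT10 shRNAs in the study's methods, in the 3' UTRs of 856 of the 865 genes. For shRNA A the share with a match was 17.4%, which is 1.41 times that of genes not called (95% interval 1.2 to 1.64), at the 91.5th percentile of 200 seeds with the same bases in another order, whose median ratio was 1.21. For shRNA B the share was 32.4% and the ratio 1.39 (1.26 to 1.54), at the 85.6th percentile of 104 such seeds, with a median ratio of 1.27. Off-target silencing through these seeds could account for part of the falls and cannot be told apart from other causes here, since reordered seeds gave ratios above 1 too and it is not given which libraries carried which shRNA.

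Of the 10 splits of the 6 libraries into 3 and 3, only the real 1 gave as many genes past the threshold, 1719, and the highest of the others gave 1. Each other split holds libraries of both groups on both sides, so a difference between the groups counts there as spread and few calls were to be expected. With 10 splits a share under 0.05 cannot be reached, so the splits cannot decide about chance.

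For the cell cycle lists a pair of tests was planned as well, of the GC and length trend and of the growth state of single cultures, and both were set aside after the values per library had been seen, to keep to fewer patterns. After removal of the trend the medians were 0.15 for G1-S and 0.12 for G2-M (camera adjusted p = 6.2e-06 and 2.8e-05). The growth state test asked whether a list's mean in any shNAT10 library lay within the range of the controls, and none did: for G1-S the means were 0.03, 0.21 and 0.13 in shNAT10 1, 2 and 3 and -0.03 to 0.02 in the controls, and for G2-M 0.09, 0.26 and 0.09 against -0.07 to 0.08. The smallest gap to the controls was narrow, and growth state was not measured.

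At the study's thresholds 288 genes passed here in DESeq2 after the filter on low counts, and 429 without it. That is lower than the value quoted from the study above.

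At these thresholds 141 genes were lower after the filter, and 174 without it. That is also lower than the value quoted from the study above.

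At these thresholds 147 genes were higher after the filter, lower than the value quoted from the study above, and 255 without it, higher than that value.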
